# Folic Acid Alleviates X‐Ray Irradiation‐Induced Jaw Malformation in Zebrafish

**DOI:** 10.1002/cga.70069

**Published:** 2026-07-01

**Authors:** Tanisha Das, Takashi Shiromizu, Aina Higuchi, Sakyo Yasojima, Misaki Morimoto, Miho Hosaka, Makoto Kashima, Junko Koiwa, Yuhei Nishimura

**Keywords:** folic acid, gene expression, jaw malformation, oxidative stress, X‐ray irradiation

## Abstract

X‐rays are a form of ionizing radiation that has sufficient energy to remove electrons from atoms, thereby creating potentially harmful ions. X‐ray irradiation during organogenesis can have profound detrimental effects, depending on the developmental stage and irradiating energy. In this study, we examined the impact of X‐ray irradiation on zebrafish development at 36 h post‐fertilization and observed marked jaw malformation, which was alleviated by folic acid pretreatment. Mechanistic studies revealed that folic acid pretreatment suppressed irradiation‐induced production of reactive oxygen species. Transcriptome analysis performed at 24 and 48 h post‐irradiation revealed dysregulated expression of apolipoprotein A‐IV a (*apoa4a*), methionine adenosyltransferase 1A (*mat1a*), heat shock protein 90 alpha class A member 1 tandem duplicate 1 (*hsp90aa1.1*), FKBP prolyl isomerase 5 (*fkbp5*), plac8 onzin related protein 3 (*ponzr3*), and prostaglandin E synthase 3a (*ptges3a*), which was not observed in zebrafish treated with folic acid before the irradiation. These findings suggest that folic acid alleviates X‐ray irradiation‐induced jaw malformation in zebrafish, at least in part, by reducing oxidative stress and ameliorating dysregulated gene expression.

## 1 Introduction

Craniofacial anomalies are defects associated with the development and differentiation of soft tissues and bony structures of the head and neck, and they usually arise from disturbances at one or more stages of early embryogenesis. The most common craniofacial defects in humans are cleft palate, cleft lip, and orofacial clefts, with cleft lip and/or palate estimated to occur in approximately 1 in 700 live births [1, 2]. Other common defects include hemifacial microsomia, craniosynostosis, and holoprosencephaly [3]. The defects are typically associated with dysregulation of neural crest cell development, particularly impairment in the formation, migration, or differentiation of the cells [4, 5]. Multiple causes of craniofacial anomalies have been identified, including genetic mutations, alcohol, folic acid (FA) deficiency, infections, gestational diabetes, and pharmaceutical agents, as well as environmental teratogens such as ionizing radiation [6, 7].

X‐rays (XR), the most common forms of ionizing radiation, have extensive medical applications, including diagnostic techniques and radiotherapies [8]. However, exposure to XR during the early stages of embryogenesis can result in developmental defects, largely due to the generation of reactive oxygen species (ROS), oxidative stress, and DNA damage in rapidly differentiating cells [9]. Given that the critical period of organogenesis in humans occurs at 3–8 weeks of gestation, when many women may be unaware of the pregnancy, it is essential that efforts are made to identify strategies that protect against XR‐induced developmental abnormalities.

FA is an essential water‐soluble B vitamin and a widely recommended supplement for pregnant women to prevent neural tube defects in the fetus [10]. FA plays an essential role in one‐carbon metabolism, a process through which single‐carbon units such as methyl and formyl groups are transferred during critical processes such as DNA synthesis and repair [11]. Additionally, FA has antioxidant properties, acting as a protectant against harmful free radicals and reducing the oxidative damage that results from exposure to ionizing radiation [12]. However, whether or not FA supplementation can protect against radiation‐induced developmental injury, specifically craniofacial development, has not yet been fully elucidated [13].

To address this, we examined the effects of XR irradiation on jaw development in zebrafish embryos and investigated the impact of pretreatment with FA on XR‐induced defects. Zebrafish have many attributes that make them an excellent model for studies of vertebrate development and have been widely utilized for determining the etiology of craniofacial anomalies [14]. Not only does the optical transparency of zebrafish allow precise spatiotemporal monitoring of key events such as protein and gene expression, but zebrafish also share many of the molecular pathways that regulate craniofacial morphogenesis with higher vertebrates, making them a relevant model for evaluating the effects of environmental factors and therapeutic and/or protective interventions on these processes [15]. Thus, we also evaluated the potential mechanisms underlying XR‐induced effects in zebrafish.

## 2 Materials and Methods

### 2.1 Ethics Statement

This study was approved by the Institutional Animal Care and Use Committee at Mie University (no. 2020–19). All animal experiments conformed to the ethical guidelines established by the committee.

### 2.2 Zebrafish Husbandry

An albino zebrafish line, slc45a2^b4^/^b4^, which lacks melanin pigmentation in melanophores, was obtained from the Max Planck Institute for Developmental Biology (Tübingen, Germany) and maintained as described previously [16]. Embryos were obtained via natural mating and maintained in 0.3× Danieau's solution (19.3 mM NaCl, 0.23 mM KCl, 0.13 mM MgSO_4_, 0.2 mM Ca(NO_3_)_2_, 1.7 mM HEPES, pH 7.2). Zebrafish were raised at 28.5°C ± 0.5°C and maintained under a 14 h/10 h light/dark cycle.

### 2.3 Chemicals

FA (Nacalai Tesuque, Kyoto, Japan) was dissolved in 0.3% Danieau's solution to prepare a 40 mM stock solution, and the pH was adjusted to 7.0 using 1 N sodium hydroxide (NaOH). The stock solution was then diluted 1:100 in 0.3% Danieau's solution to obtain working concentrations (200 or 400 μM) for experiments. 2′,7′‐Dichlorodihydrofluorescein diacetate (DCF‐DA; Invitrogen, Waltham, MA, USA) was dissolved in dimethyl sulfoxide to prepare a 10 mM stock solution, and the stock was then diluted in 0.3% Danieau's solution to obtain the working concentration (25 μg/mL) for experiments.

### 2.4 FA Treatment and XR Irradiation

Zebrafish embryos were randomly assigned into three groups for imaging analysis (Control, XR, and FA + XR) and four groups for transcriptome analysis (Control, XR, FA, and FA + XR). Each group was incubated in a separate well of a 6‐well plate. At 35 or 35.5 h post‐fertilization (hpf), a freshly prepared sterile solution of FA was added to the FA and FA + XR embryo groups to give a final concentration of 200 μM (for transcriptome analysis) or 400 μM (for imaging analysis), and the Control and XR groups received an equivalent volume of 0.3× Danieau's solution. After 0.5 or 1 h of preincubation, the 6‐well plates for the XR and FA + XR groups were placed in the X‐ray irradiation apparatus (Hitachi Try System Model MBR‐1618R‐BE, Hitachi Power Solutions, Hitachi, Japan) and exposed to XR (8Gy). The X‐ray irradiation was performed at a tube voltage of 150 kV and a tube current of 20 mA. It took about 5 min to irradiate 8 Gy using this setting. The embryos in all groups were then maintained in 0.3% Danieau's solution with or without FA, as appropriate, until imaging analysis at 37 and 120 hpf (1 and 84 h post‐irradiation, respectively) or transcriptome analysis at 37, 60, and 84 hpf (1, 24, and 48 h post‐irradiation, respectively).

### 2.5 Alcian Blue Staining

Alcian blue staining was performed to visualize cartilage as described previously [17]. Briefly, at 120 hpf, Control, XR, and FA + XR groups of embryos were fixed overnight at 4°C in a glass vial containing 4% phosphate‐buffered formaldehyde (4% PFA) with shaking. The next day, embryos were washed several times with phosphate‐buffered saline supplemented with 0.1% Tween‐20 (PBT) and bleached with 30% hydrogen peroxide for 2 h. The embryos were then washed twice with PBT and stained overnight with Alcian blue solution (1% concentrated hydrochloric acid [HCl], 70% ethanol [EtOH], 0.1% wt/v Alcian blue). The embryos were rinsed three times with acidic ethanol (HCl‐EtOH: 5% concentrated HCl, 70% EtOH) and rehydrated by sequential incubation in 75%:25% HCl‐EtOH: distilled H_2_O (dH_2_O); 50%:50% HCl‐EtOH: dH_2_O; 25%:75% HCl‐EtOH: dH_2_O; and 100% dH_2_O. The zebrafish were then mounted in 3% methylcellulose and imaged under a stereomicroscope (SMZ800, Nikon, Japan). Craniofacial morphometry was performed using ImageJ software (NIH, Bethesda, MS, USA), and Meckel's cartilage length and the ceratohyal angle were quantified. The experiments were done twice. Five and four larvae per group were analyzed in the first and second experiments, respectively.

### 2.6 DCF‐DA Staining

DCF‐DA staining was performed to measure ROS levels in zebrafish as described previously [18], with some modifications. At 35.5 hpf (30 min before XR irradiation), zebrafish embryos were treated with DCF‐DA (25 μg/mL) with or without FA (400 μM) in 0.3% Danieau's solution for 30 min in the dark. At 36 hpf, the zebrafish were exposed to XR (8 Gy), and 1 h later (37 hpf), the animals were imaged using an Olympus SZX10 fluorescence stereomicroscope equipped with SZX2‐ILLTQ fluorescence illumination base and MGFP filter (excitation ~470 nm, emission ~525 nm). All images were captured under the same conditions. Fluorescence intensity was quantified using ImageJ software, and fluorescence in the head region was quantified. The experiments were done three times. Eight larvae per group were analyzed in each experiment.

### 2.7 Transcriptome Analysis

At 1, 24, or 48 h post‐irradiation, total RNA was extracted from each larva using Direct‐TRI [19], and RNA concentrations were determined using a QuantiFluor RNA System Kit with a Quantus Fluorometer (Promega, Madison, WI, USA) according to the manufacturer's instructions. Six larvae were used for each group at each time point. RNA was diluted to a final concentration of 1 ng/μl and a library was prepared for RNA‐Seq as described previously [20, 21]. Sequencing of 150‐bp paired‐end reads was conducted using a HiSeq X Ten system (Illumina). Quantification of gene expression was conducted using Danio_rerio.GRCz11.cdna.all.fa as described previously [22].

Genes differentially expressed between the control, FA, XR, and FA + XR groups were analyzed using the Tag Count Comparison (TCC) package [23] in R/Bioconductor using a false discovery rate threshold of 10%. Genes with an average count of ≥ 2.5 were subjected to TCC analysis to identify differentially expressed genes. g.Profiler [24] was used for gene ontology analysis.

The transcriptome data from this study have been submitted to GEO under accession number GSE334519.

### 2.8 Statistical Analysis

Data derived from Alcian blue and DCF‐DA staining were analyzed using Prism 10 (GraphPad, La Jolla, CA, USA). Differences between the Contol, FA, and/or FA + XR groups were assessed using the Kruskal–Wallis test followed by Dunn's multiple comparisons test. *p* < 0.05 was considered significant.

## 3 Results

### 3.1 XR Irradiation‐Induced Jaw Malformation Is Ameliorated by Pretreatment With FA

To assess the effect of XR irradiation and FA pretreatment on jaw development in zebrafish, three groups of embryos were left untreated (Control), XR irradiated at 36 hpf (XR), or treated with FA (400 μM) at 35 hpf and then XR irradiated at 36 hpf (FA + XR). Embryos were maintained until 120 hpf, stained with Alcian blue, and imaged (Figure 1A,B). Control embryos showed normally developed Meckel's cartilage and ceratohyal cartilage (Figure 1B, left panel), as evidenced by the location of the tip of Meckel's cartilage on the rostral side relative to the eye tips, and an interior angle of less than 180° at the tip of the ceratohyal cartilage. In contrast, embryos subjected to XR irradiation exhibited impaired protrusion of Meckel's cartilage beyond the eye tips and the interior angle of the ceratohyal cartilage was enlarged (Figure 1B, center panel). Notably, however, embryos pretreated with FA for 1 h before XR irradiation exhibited Meckel's cartilage protrusion and a ceratohyal cartilage angle similar to those seen in the untreated control embryo (Figure 1B, right panel). Quantification of both parameters confirmed the imaging observations and demonstrated a significantly shorter distance between the tip of Meckel's cartilage to the tip of the eyes (Figure 1C) and a significantly larger ceratohyal cartilage interior angle (Figure 1D) in the XR group compared with the control group. However, neither the length nor angle in the FA + XR embryos was significantly different from that in the control embryos (Figure 1C,D). We also examined the effects of 200 μM FA and found that this concentration tended to protect against XR irradiation‐induced jaw malformation (data not shown). These results indicate that XR irradiation at 36 hpf causes jaw malformation in zebrafish and that pretreatment with FA ameliorates the malformation.

**FIGURE 1:**
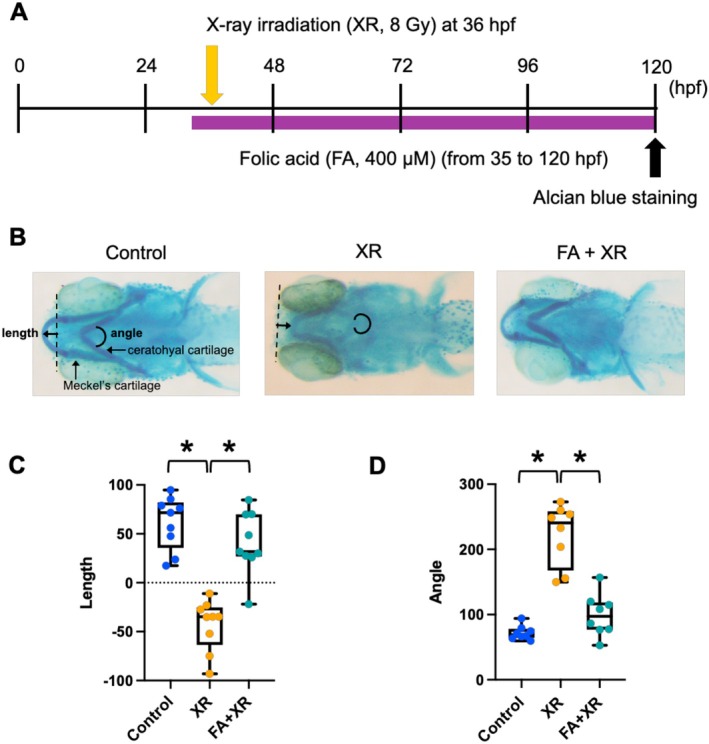
FA alleviates XR irradiation‐induced jaw malformation in zebrafish. (A) Schematic overview of the experimental design. (B) Representative images of Alcian blue‐stained zebrafish in the control, X‐ray irradiated (XR), and folic acid‐treated (FA) + XR (FA + XR) groups at 120 hpf. The dashed and curved lines indicate the length of Meckel's cartilage and angle of ceratohyal cartilage, respectively. (C, D) Quantification of the length of the vertical line from the tip of Meckel's cartilage to the connecting line between the tip of both eyes (C) and the ceratohyal cartilage angle (D). Box plots represent the median, interquartile range, minimum, and maximal values, and circles indicate individual fish. *N* = 9 (C) and 8 (D) zebrafish/group. *p < 0.05.

### 3.2 XR Irradiation‐Induced ROS Formation Is Suppressed by Pretreatment With FA

Because oxidative damage is involved in ionizing radiation‐induced defects in embryonic development and FA is a scavenger of ROS, we investigated the effects of XR irradiation with or without FA pretreatment on ROS production in zebrafish embryos. At 35.5 hpf, FA (400 μM) was added to the FA + XR group of embryos and DCF‐DA was added to all three groups (control, XR, and FA + XR). DCF‐DA, a redox‐sensitive dye that is taken up by the cell and converted to a highly fluorescent form after interaction with ROS, has previously been used to detect ROS in zebrafish [25]. At 36 hpf, the XR and FA + XR embryos were subjected to XR irradiation, and all three groups were analyzed by fluorescence microscopy at 37 hpf (Figure 2A). Representative images of embryos from the treated groups (Figure 2B) demonstrate a marked increase in fluorescence signal in zebrafish exposed to XR compared with the control embryos (Figure 2B, top and middle panels), but the increase was not observed in embryos pretreated with FA before irradiation (Figure 2B, bottom panel). These microscopic observations were confirmed by quantification of the fluorescence signal in the zebrafish head, and demonstrated a significant increase in the fluorescence signal upon XR and a significant reduction back to control levels in the FA + XR group (Figure 2C). We also examined the effects of 200 μM FA and found that this concentration tended to suppress XR irradiation‐induced ROS production (data not shown). Taken together, these results suggest that XR irradiation increases ROS production in the zebrafish head, which is counteracted by FA pretreatment.

**FIGURE 2:**
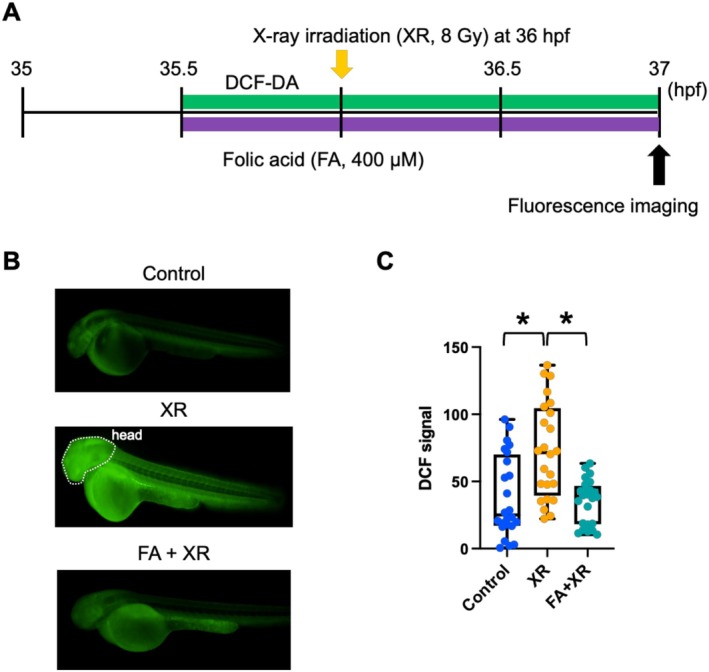
FA suppresses XR irradiation‐induced ROS formation in zebrafish. (A) Schematic overview of the experimental design. (B) Representative images of DCF‐DA fluorescence staining of zebrafish in the control, X‐ray irradiated (XR), and folic acid‐treated (FA) + XR (FA + XR) groups at 37 hpf. (C) Quantification of fluorescence intensity in the zebrafish head. Box plots represent the median, interquartile range, minimum, and maximal values, and circles indicate individual fish. *N* = 24 zebrafish/group. *p < 0.05.

### 3.3 Transcriptome Analysis Identifies Genes Dysregulated by XR Irradiation and Normalized by FA Pretreatment

To further probe the molecular mechanisms underlying XR‐induced jaw malformation and its protection by FA, we performed transcriptome analysis of control, XR, FA, and FA + XR embryos. For the transcriptome analysis, we used 200 μM, but not 400 μM, FA to detect genes likely to be primary targets of FA. 

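The deposited transcriptome data are a table of read counts for 25907 Ensembl genes in 96 libraries. Each library was made from the whole body of 1 zebrafish. XR and FA + XR larvae received 8 Gy at 36 hpf, and FA and FA + XR larvae were kept with 200 μM FA from 35 hpf. There are 6 libraries of each of the 4 groups at 36, 37, 60 and 84 hpf, so n = 6 per group at every time point. According to the paper, groups were held in separate wells, so an effect of a well cannot be told from that of treatment. The p values take larvae as replicates and do not cover differences between wells. Whether those of 36 hpf were taken before or after irradiation is not stated in the paper. Total counts ran from 243126 to 16470291 per library, with a median of 3477936. The authors quantified the reads against the Ensembl cDNA set of GRCz11, and the table gives counts per gene without normalization. Its 3 values that were not whole were rounded. Gene symbols were matched to 23608 of the 25907 IDs. The paper used the TCC package at a false discovery rate of 10%, and that threshold was kept. The main test was edgeR's quasi-likelihood test with TMM normalization, on all 24 libraries of a time point in 1 fit. Genes with a mean count of at least 2.5 were tested, which left 14380 genes at 37 hpf, 16319 at 60 hpf and 16127 at 84 hpf. Adjusted p values are those of Benjamini and Hochberg over these genes, and a gene is called differentially expressed where the adjusted p is below 10%. Fold changes are log2 values with their standard error (SE), and levels are log2 counts scaled to library size (log2 CPM) as mean ± SD over the 6 libraries of a group. An exact permutation test of 6 against 6 libraries can give no two-sided p below 0.00216. TCC itself was not run, and its iterative normalization (DEGES) with edgeR's exact test was 1 of the alternatives. In a simulation 200 genes were changed, some by 4-fold and the others by less. Of all 200, edgeR recovered 50% with the depths of 37 hpf, 62% with those of 60 hpf and 69% with those of 84 hpf. Of those changed 4-fold it recovered 67%, 77% and 80%, and smaller changes were recovered less often. A change that was not called can therefore have been missed.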

FA treatment was initiated at 35 hpf and XR irradiation was performed at 36 hpf, and embryos from all four groups were analyzed at 37 hpf (1 h post‐irradiation; Figure S1) or at 60 and 84 hpf (24 and 48 h post‐irradiation; Figure 3).

**FIGURE 3:**
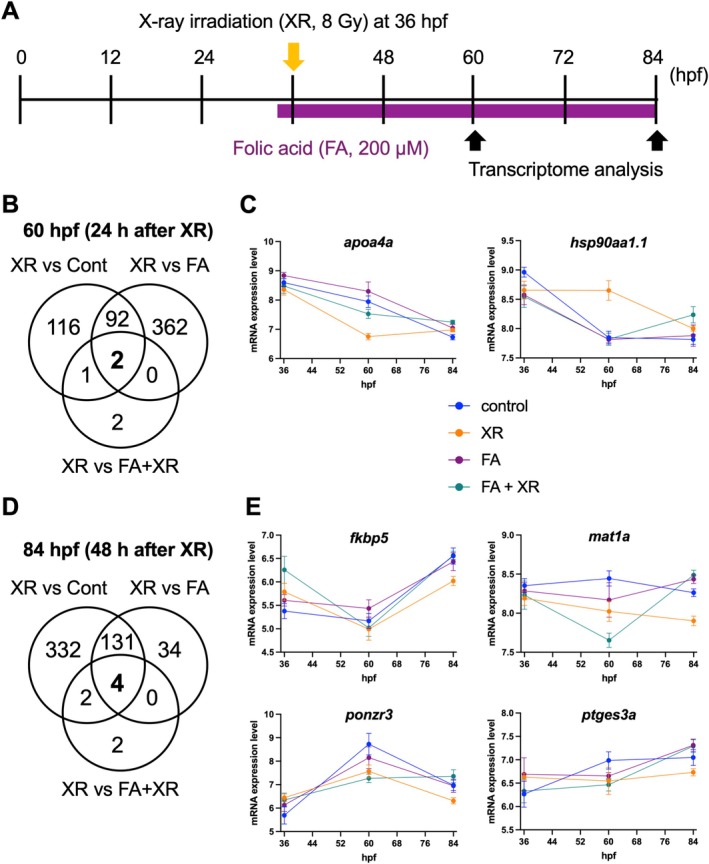
FA ameliorated dysregulated gene expression at 24 and 48 h after XR. (A) Schematic overview of the experimental design. (B) Venn diagrams showing the number of unique and shared differentially expressed genes (DEGs) in zebrafish at 24 h post‐XR irradiation, comparing XR‐irradiated (XR) versus control (Cont), XR vs. folic acid‐treated (FA), and XR versus FA + XR groups. (C) Expression levels of genes dysregulated by XR irradiation and ameliorated by FA at 24 h. (D) Venn diagrams showing unique and shared DEGs at 48 h post‐XR irradiation among the same three comparison groups. (E) Expression levels of genes dysregulated by XR irradiation and ameliorated by FA at 48 h. Data are presented as the means ± standard error. *N* = 6 zebrafish/group.

Transcriptome analysis at 37 hpf was performed to detect the early effects of XR and/or FA treatment on gene expression (Figure S1A). This analysis identified 25 and 77 genes that were differentially expressed in the XR vs. Cont groups and the XR vs. FA groups, respectively. However, no differentially expressed genes were identified in the XR vs. FA + XR groups, suggesting that the pretreatment with FA might be insufficient to influence gene expression within 1 h of XR irradiation (Figure S1B). 

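In the counts of 37 hpf, edgeR called 15 differentially expressed genes in XR vs. Cont, of which 8 were higher and 7 lower in XR. It called 26 genes in XR vs. FA, of which 11 were higher and 15 lower in XR. Median total counts were 2787776 in Cont, 3040120 in XR, 4339904 in FA and 3291746 in FA + XR. The alternative that moved the count of XR vs. Cont most left out the libraries with under 50% of the median total and gave 32 genes. The same alternative gave 65 genes in XR vs. FA. Leaving out single libraries gave 8 to 14 genes in XR vs. Cont, the fewest without the XR library of 4171534 counts.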

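Between XR and FA + XR at 37 hpf, edgeR called 0 genes and the smallest adjusted p was 0.385. An unadjusted p below 0.05 was found for 517 genes, where chance alone gives about 719. XR vs. Cont had 695 with 15 called genes, so a number below 719 does not show an absence of effects. Between XR and FA + XR, DESeq2 called 1 gene, *UBB* (ENSDARG00000002369), which was picked out only by its result. The filter moved this count most, since 5 genes were called when all genes were tested. The FA by XR interaction, which asks whether FA changed the effect of irradiation, also gave 0 genes with edgeR and 0 with DESeq2. Its smallest adjusted p was 0.654, and 579 genes had an unadjusted p below 0.05. At this depth an absence of calls does not show equal expression.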

There were no differentially expressed genes between the FA and Cont groups. 

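For FA vs. Cont at 37 hpf, edgeR called 0 genes, with a smallest adjusted p of 0.98. DESeq2 also called 0 genes. An unadjusted p below 0.05 was found for 624 genes, against about 719 expected by chance, which does not show an absence of effects. DEGES called 4 genes, and testing all genes without the filter called 7.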

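At 37 hpf, 12 genes were called in both XR vs. Cont and XR vs. FA, and all 12 changed in the same direction. Higher in XR were *mdm2*, *phlda3*, *isg20*, *pik3r3a*, *rps27l*, *gadd45aa* and si:dkey-85n7.7 (ENSDARG00000095893). Lower in XR were *cdca7*, *ccnb3*, *aurka*, *cks2* and zgc:194627. These 2 comparisons share the 6 XR libraries, so their overlap is not independent. In XR vs. FA, *gadd45aa* stayed called in 3 and *rps27l* in 2 of 12 fits with 1 library left out. In 20 simulated data sets without changed genes that share the XR libraries in the same way, 0 genes were called in XR vs. Cont. Their overlap of 0 genes is therefore fixed and does not test the sharing. The correlation of the 2 comparisons was 0.52, and its mean in the simulated data sets was also 0.52. In FA + XR vs. Cont, edgeR called 14 genes, and 9 of them were also called in XR vs. Cont. In FA + XR vs. FA it called 17 genes, and 10 of them were also called in XR vs. Cont.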

Of the 25 and 77 genes differentially expressed in the control vs. XR groups and the control versus FA + XR groups, 17 genes were represented in both comparisons (Figure S1B). 

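Among the p53 target genes at 37 hpf, *mdm2* (ENSDARG00000033443) rose from 3.80 ± 0.60 log2 CPM in Cont to 5.52 ± 0.40 in XR (log2 fold change 1.67, SE 0.23, adjusted p 7.31e-05 by edgeR, n = 6 per group). *phlda3* (ENSDARG00000037804) rose from 2.34 ± 0.83 to 4.71 ± 0.16 (2.19, SE 0.33, adjusted p 0.000298). *isg20* (ENSDARG00000079783) rose from 5.18 ± 0.49 to 6.65 ± 0.34 (1.43, adjusted p 0.000858). *pik3r3a* (ENSDARG00000103038) rose by 1.32 (SE 0.25, adjusted p 0.00693). For these 4 genes every XR library lay above every Cont library (exact permutation p 0.00216). *rps27l* (ENSDARG00000100513), the symbol in the supplementary figure, rose from 6.77 ± 0.38 to 7.99 ± 0.32 (1.21, adjusted p 0.00154). By contrast, the 2 IDs matched to *rps27* (ENSDARG00000023298 and ENSDARG00000055475) changed by 0.09 and 0.10, with an adjusted p of 0.999 for each. No ID was listed as *gadd45aa* itself, and 2 IDs carry the shared name GADD45A without a copy letter. Of these, ENSDARG00000043581 rose by 2.04 (SE 0.44, adjusted p 0.0389). The other, ENSDARG00000104571, changed by 0.40 (SE 0.37). Either ID may be another copy of the gene than *gadd45aa*. *fosab* (ENSDARG00000031683) was 2.12 higher in XR than in Cont (SE 0.56) but was not called (adjusted p 0.311). It was called in XR vs. FA (4.05, adjusted p 0.00022). The XR library of 581706 counts had 0 counts of *fosab*, and without the low-depth libraries *fosab* was called in XR vs. Cont (adjusted p 0.0282, with a range of 0.0262 to 0.483 over the alternatives). Adjusted over the list of 8 IDs alone, 7 were higher in XR, against 6 over all genes. The paper chose these genes on the same libraries, so the list is not independent evidence.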

Gene ontology analysis of these 17 genes identified the enrichment of genes targeted by tumor protein p53 (Figure S1C), including v‐fos FBJ murine osteosarcoma viral oncogene homolog Ab (*fosab*), growth arrest and DNA‐damage‐inducible, alpha, a (*gadd45aa*), interferon stimulated exonuclease gene 20 (*isg20*), MDM2 proto‐oncogene (*mdm2*), pleckstrin homology‐like domain, family A, member 3 (*phlda3*), phosphoinositide‐3‐kinase, regulatory subunit 3a (*pik3r3a*), and ribosomal protein S27 (*rps27*). 

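The p53 target genes called at 37 hpf differed little between XR and FA + XR (n = 6 per group, edgeR). The log2 difference of XR minus FA + XR ran from -0.02 for *gadd45aa* (ENSDARG00000043581) to 0.28 for *pik3r3a*. It was 0.11 (SE 0.21, exact permutation p 0.606) for *mdm2*, 0.16 (SE 0.29) for *phlda3* and 0.03 (SE 0.22) for *isg20*. None of the 6 called genes had an unadjusted p below 0.05. With FA present the effect of irradiation was 1.55 (SE 0.22, adjusted p 0.000153 in FA + XR vs. FA) for *mdm2* and 1.79 (SE 0.30, adjusted p 0.00257) for *phlda3*. *rps27l* was the gene with the smallest change in FA + XR vs. FA (0.70, adjusted p 0.471). Without the FA + XR library of 243126 counts its change was 0.84 (adjusted p 0.00531). Over all 24 libraries, *mdm2* alone had every irradiated library above every unirradiated library. For each of the other 5 called genes, 1 or 2 libraries were out of place.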

Figure S1D shows the expression of these genes in the four embryo groups and confirms the lack of effect of FA pretreatment before XR irradiation. These results indicate that the expression of tumor protein p53 target genes was increased within 1 h of XR irradiation but this was unaffected by pretreatment with FA.

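Tested as a list with fry at 37 hpf, the 8 IDs matched to the p53 targets named by the paper were higher in XR vs. Cont (mean log2 fold change 1.55, adjusted p 4.35e-07). They were also higher in FA + XR vs. FA (mean 1.44, adjusted p 1.66e-06). Between XR and FA + XR the mean was 0.13 (adjusted p 0.744). A fixed list of 24 other p53 targets, written before the counts were seen, rose by a mean of 0.26 in XR vs. Cont (adjusted p 0.0602) and by 0.30 in FA + XR vs. FA (adjusted p 0.0261). None of the 24 genes was called alone in XR vs. Cont by edgeR. The 4 rises hold under camera, with adjusted p values of 0.0424 or less. The paper reasons to a p53 response within 1 h from the genes shared by 2 comparisons and their enrichment in p53 targets. That enrichment was not repeated here. From the lack of a difference between XR and FA + XR, the paper reasons to an independence of this response from FA. The list values show a rise in both irradiated groups, and the depth at 37 hpf leaves small effects of FA untested.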

Next, we examined gene expression at later times after XR irradiation by performing transcriptome analysis at 60 hpf (24 h post‐irradiation) and 84 hpf (48 h post‐irradiation; Figure 3A). At 60 and 84 hpf, 211 and 469 genes were differentially expressed in the XR versus Cont groups, respectively; 456 and 169 genes were differentially expressed in the XR versus FA groups, respectively; and 5 and 8 genes were differentially expressed in the XR versus FA + XR groups, respectively (Figure 3B). 

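At 60 hpf, edgeR called 66 genes in XR vs. Cont (42 higher and 24 lower in XR) and 735 genes in XR vs. FA (173 higher and 562 lower). At 84 hpf it called 273 genes in XR vs. Cont (88 higher and 185 lower) and 197 in XR vs. FA (90 higher and 107 lower). It called 0 genes in XR vs. FA + XR at 60 hpf and 1 gene, *mat1a*, at 84 hpf. The smallest adjusted p of XR vs. FA + XR at 60 hpf was 0.148, and 505 genes had an unadjusted p below 0.05 against about 816 by chance. FA + XR vs. Cont had 794 with 45 called genes, so a number below 816 does not show an absence of effects. In XR vs. FA + XR, DESeq2 called 2 genes at 60 hpf and 3 at 84 hpf, and DEGES called 13 and 11. The count of XR vs. Cont at 60 hpf moved most with DEGES, to 205 genes. For XR vs. FA at 60 hpf, leaving out the FA library of 5295573 counts lowered the count to 246.

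In FA vs. Cont, edgeR called 237 genes at 60 hpf and 4 at 84 hpf. The 237 genes fell to 0 when only the 12 libraries of the 2 groups were fitted. XR and FA differ in both irradiation and FA, so this unstable difference limits the reading of XR vs. FA at 60 hpf. XR vs. Cont and XR vs. FA shared 52 genes at 60 hpf and 129 at 84 hpf, all in the same direction. In FA + XR vs. Cont, 45 genes were called at 60 hpf and 309 at 84 hpf, of which 31 and 174 were among the genes of XR vs. Cont.

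Across the genes called in XR vs. Cont, the slope of the effect of irradiation with FA on the effect without FA was 0.78 at 60 hpf and 0.63 at 84 hpf. The signs were the same for 63 of 66 genes and 257 of 273 genes. Genes chosen for a large effect without FA tend to show a smaller effect in other libraries. Among the genes called in FA + XR vs. FA the slope of the effect without FA on that with FA was 0.57 at 60 hpf and 0.81 at 84 hpf. Genes are not independent replicates, so no p is given for these slopes. The FA by XR interaction gave 0 genes with edgeR at 60 hpf (1046 with an unadjusted p below 0.05) and 0 at 84 hpf (640). DESeq2 gave 1 and 3 genes for the interaction.

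**Figure D1:**
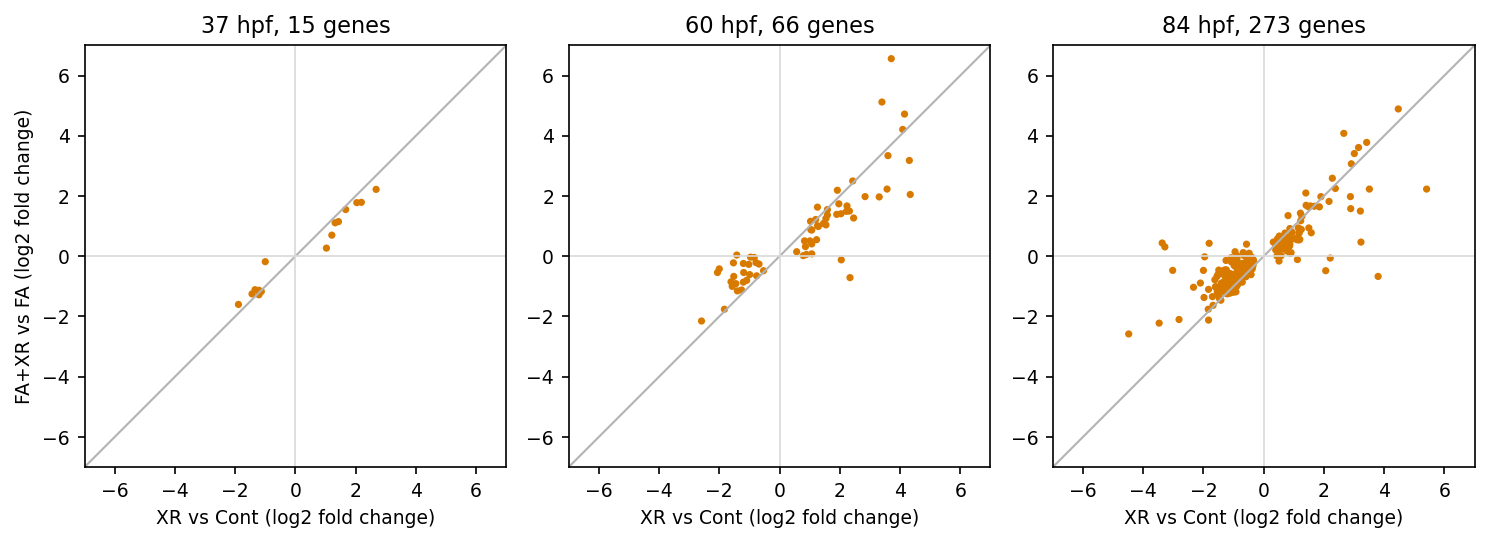
Effect of irradiation with FA (log2 fold change of FA + XR vs. FA, vertical axis) against that without FA (log2 fold change of XR vs. Cont, horizontal axis) for the genes called in XR vs. Cont at 37, 60 and 84 hpf. Each dot is a gene and the line marks equal effects. The slopes are 0.82, 0.78 and 0.63.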

Two genes, apolipoprotein A‐IV a (*apoa4a*) and heat shock protein 90 alpha class A member 1 tandem duplicate 1 (*hsp90aa1.1*), were common to all three comparisons (XR vs. Cont, XR vs. FA, and XR vs. FA + XR) at 60 hpf, and the expression of these genes in the four zebrafish groups is shown in Figure 3B,C. In addition, four genes, FKBP prolyl isomerase 5 (*fkbp5*), methionine adenosyltransferase 1A (*mat1a*), plac8 onzin related protein 3 (*ponzr3*), and prostaglandin E synthase 3a (*ptges3a*), were common to the three comparisons at 84 hpf, and the expression of these genes is shown in Figure 3D,E. These six genes were subjected to gene ontology analysis and found to be significantly enriched with genes related to protein folding, including *hsp90aa1.1*, *fkbp5*, and *ptges3a* (data not shown).

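At 60 hpf, *apoa4a* (ENSDARG00000101160) had a mean of 5.99 ± 0.55 log2 CPM in Cont, 4.63 ± 0.33 in XR, 6.33 ± 0.79 in FA and 5.55 ± 0.44 in FA + XR (n = 6 per group). It was called by edgeR in XR vs. Cont (log2 fold change -1.45, SE 0.28, adjusted p 0.00681) and in XR vs. FA (-1.85, adjusted p 0.000137). Against FA + XR it was 0.94 lower without a call (SE 0.28, adjusted p 1, exact permutation p 0.00433). *hsp90aa1.1* (ENSDARG00000010478) had a mean of 5.89 ± 0.31 in Cont, 6.75 ± 0.44 in XR, 5.82 ± 0.17 in FA and 5.88 ± 0.28 in FA + XR. It was called in XR vs. Cont (0.89, SE 0.18, adjusted p 0.013) and XR vs. FA (0.98, adjusted p 0.00268). Compared with FA + XR it was 0.91 higher in XR (SE 0.18) without a call (adjusted p 0.148), although every XR library lay above every FA + XR library (exact permutation p 0.00216). DESeq2 called *hsp90aa1.1* in all 3 comparisons, and DEGES and the fits of only the 12 libraries compared called both genes in all 3.

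At 84 hpf, *mat1a* (ENSDARG00000039605) was the only gene called by edgeR in all 3 comparisons. Its mean was 6.36 ± 0.15 in Cont, 5.85 ± 0.25 in XR, 6.54 ± 0.16 in FA and 6.64 ± 0.19 in FA + XR. The log2 fold changes were -0.48 in XR vs. Cont (SE 0.13, adjusted p 0.0418), -0.67 in XR vs. FA (adjusted p 0.00257) and -0.76 in XR vs. FA + XR (adjusted p 0.00527). *mat1a* in XR vs. Cont stayed called in 9 of 12 fits with 1 library left out. *fkbp5* (ENSDARG00000028396) was lower in XR than in Cont (-1.96, SE 0.45, adjusted p 0.0129) and than in FA (-1.91, adjusted p 0.03). Against FA + XR it was lower by 1.89 without a call (SE 0.45, adjusted p 0.362). *ponzr3* (ENSDARG00000088589) was called in none of the 3 comparisons, with log2 fold changes of -1.46, -1.63 and -2.19 and adjusted p values of 0.191, 0.138 and 0.242. For *ptges3a*, 2 IDs carry the shared name PTGES3, and *ptges3b* matches the same IDs, so either may be another gene than *ptges3a*. Of these, ENSDARG00000037284 was called in XR vs. FA alone (-1.27, adjusted p 0.0144). Its change in XR vs. FA + XR was -1.18 (adjusted p 0.36). ENSDARG00000089626 changed by 0.02, 0.17 and -0.31. With no filter, *fkbp5*, *ponzr3* and ENSDARG00000037284 were called in all 3 comparisons.

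The paper selects genes that pass in all 3 comparisons as dysregulated by XR and ameliorated by FA. A test of that step is the FA by XR interaction. The smallest adjusted p of the interaction for any of these genes was 0.775 over all genes, for *hsp90aa1.1* at 60 hpf, and 0.155 in any alternative, for *ponzr3* at 84 hpf. Unadjusted p values were 0.00291 for *hsp90aa1.1*, 0.00234 for *fkbp5*, 0.00224 for *mat1a* and 0.00384 for *ponzr3*. Adjusted over only the paper's genes of that time point, these 4 had 0.00581, 0.00584, 0.00584 and 0.00641. These genes were chosen on the same libraries, so the values are not independent evidence. The gene ontology analysis of the 6 genes was not analysed here.

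**Figure D2:**
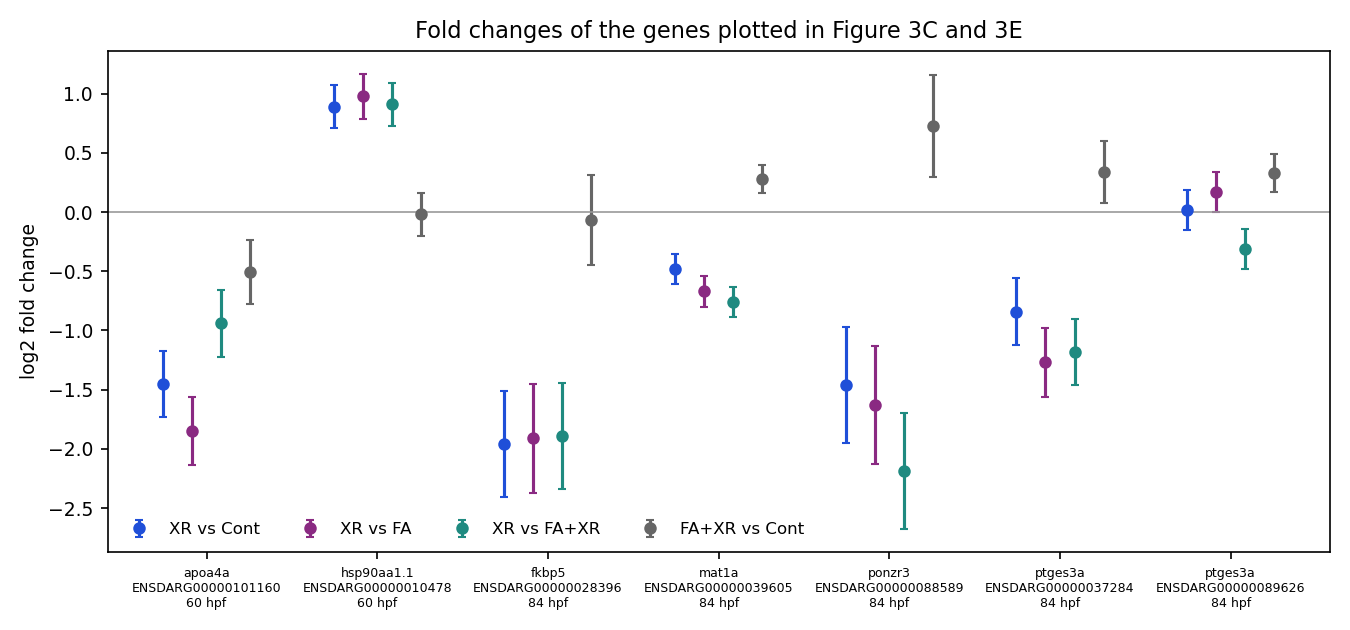
Log2 fold change (vertical axis) of each gene named at 60 or 84 hpf in XR vs. Cont, XR vs. FA, XR vs. FA + XR and FA + XR vs. Cont. Bars are the SE of edgeR's fit, with 6 libraries per group. *hsp90aa1.1* was 0.89 higher in XR than in Cont, and FA + XR differed from Cont by -0.02.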

## 4 Discussion

In this study, we used zebrafish as a model organism to examine the effect of XR irradiation on craniofacial development and to investigate a potential protective role for FA. Zebrafish were exposed to XR irradiation at 36 hpf, a time selected because it is a critical period in neural crest migration and chondrogenesis [26, 27]. We found that XR irradiation caused a marked reduction in Meckel's cartilage length and increased the ceratohyal cartilage angle, both of which disrupted craniofacial development. These phenotypes likely result from impaired chondrocyte growth, matrix deposition, and/or spatial organization [28]. However, pretreatment with FA starting 0.5–1 h prior to XR irradiation partially or completely prevented the defects in both parameters. We also analyzed ROS production in zebrafish using a redox‐sensitive fluorescent dye, DCF‐DA, and found that embryos treated with FA before XR irradiation had lower fluorescence signals compared with untreated XR‐irradiated embryos, indicating a reduction in oxidative stress burden by FA. These findings align with prior studies with zebrafish and substantiate the protective effect of FA against chemical and environmental stressors during gestation. For example, FA was shown to attenuate oxidative damage and developmental toxicity caused by arsenic exposure [29] and to ameliorate bisphenol A‐induced neurotoxicity and oxidative stress [30]. Folic acid can suppress ROS through multiple mechanisms, including direct scavenging and inhibition of NADPH oxidase‐mediated ROS production via reduced homocysteine levels ([31], Joshi, Adhikari, Patro, Chattopadhyay & Mukherjee, 2001). These findings suggest that FA plays a crucial role in protecting embryos against oxidative stress and developmental defects.

We also performed transcriptome analysis to investigate additional molecular mechanisms underlying the protective effects of FA against XR‐induced jaw malformation. These analyzes demonstrated that XR irradiation increased the expression of genes targeted by tumor protein p53. This finding is in agreement with previous studies showing that XR irradiation can activate tumor protein p53 and transcription of its target genes [32, 33]. Tumor protein p53 plays multiple roles in regulating biological processes, and its activation can be beneficial or detrimental, depending on the context. For example, tumor protein p53 activation may be beneficial during exposure to low levels of oxidative stress, due to increase the expression of antioxidant genes such as glutathione peroxidases and superoxide dismutases. In contrast, tumor protein p53 activation may be detrimental under conditions of high oxidative stress because of the induction of prooxidant genes such as tumor protein p53‐inducible gene 3 and proline oxidase [34, 35]. Our finding that FA pretreatment suppressed ROS production suggests that XR irradiation‐induced tumor protein p53 activation has at least some beneficial effects during zebrafish development. 

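At 1 h after irradiation, the 15 genes called in XR vs. Cont had a slope of 0.82 for the effect of irradiation with FA on that without FA. All 15 changed in the same direction with FA. Pearson's r was 0.98 over these 15 genes, which are not independent replicates. Starting from the 17 genes called in FA + XR vs. FA, the slope was 0.78 and 15 kept their direction. Over all genes tested the slope was 0.04.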

Of note, FA pretreatment did not affect the XR‐induced changes in gene expression occurring at 1 h post‐irradiation. This may be because FA modulate the function of tumor protein p53 on redox homeostasis without affecting the transcriptional activity.

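No shift of protein folding genes as a class in a common direction was found. For a fixed list of such genes written before the counts were seen, fry gave an adjusted p of 0.661 in XR vs. Cont at 60 hpf (44 genes) and 0.567 at 84 hpf (43 genes). In XR vs. FA + XR the adjusted p was 0.512 at each of these time points, and camera also called neither comparison. Both tests ask for a common direction, so genes that change in opposite directions can escape them. Within the list, edgeR called *hsp90aa1.1* and *serpinh1* (ENSDARG00000019949, log2 fold change 0.57, adjusted p 0.0776) as higher in XR than in Cont at 60 hpf. The call of *serpinh1* was lost in each of the 12 fits with 1 library left out (adjusted p 0.1 to 0.233). At 84 hpf it called *fkbp5* alone, as lower in XR. The list holds *hsp90aa1.1*, *fkbp5* and *ptges3a*, which the paper chose on the same libraries, so calls of these are not independent evidence. Adjusted over the list alone, 2 genes were higher at 60 hpf and 2 were lower at 84 hpf in XR vs. Cont, and the same numbers were found in XR vs. FA + XR.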

Our transcriptome analyses performed at 24 and 48 h post‐irradiation identified dysregulated expression of a number of genes related to protein folding, including *hsp90aa1.1*, *fkbp5*, and *ptges3a*, and also showed that pretreatment with FA reduced the effects of irradiation on expression of several genes. These findings are also consistent with earlier studies demonstrating disruption of protein folding by XR irradiation [36] and its restoration by FA treatment [37]. Previous work suggests that oxidative stress can lead to endoplasmic reticulum stress and exacerbate protein misfolding [38].

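Between FA + XR and Cont, *apoa4a* at 60 hpf differed by -0.51 (SE 0.27, exact permutation p 0.147) and was not called by edgeR. Set against FA, its level in FA + XR was lower by 0.91 (SE 0.27, adjusted p 0.118), and 5 of 8 alternatives called that difference. The FA by XR interaction of *apoa4a* was 0.54 (SE 0.39, adjusted p 0.84). *mat1a* at 84 hpf was 0.28 higher in FA + XR than in Cont (SE 0.12, adjusted p 0.396). FA + XR and FA differed by 0.10 for *mat1a* (SE 0.12, adjusted p 0.884). Neither test shows that the levels are equal to those of Cont.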

FA also normalized the decreased expression of *apoa4a* and *mat1a* at 24 and 48 h after XR irradiation, respectively. *Apoa4* plays a major role in lipid transport and also has antioxidant and anti‐inflammatory properties [39]. In a mouse model of carbon tetrachloride‐induced acute liver injury, *Apoa4* overexpression mitigated oxidative damage and inflammation, whereas *Apoa4* deficiency exacerbated tissue injury [40]. Similarly, *Apoa4* was shown to attenuate oxidant‐induced apoptosis of PC12 cells, a rat pheochromocytoma cell line, by modulating intracellular glutathione redox balance [41]. FA supplementation in apolipoprotein E‐deficient mice delayed atherosclerotic lesion development, possibly by increasing *Apoa4* expression [42]. *Mat1a* encodes an enzyme responsible for the transfer of adenosyl moieties during the formation of S‐adenosylmethionine, which plays critical roles in many cellular processes, including DNA and protein synthesis. Impairment of *Mat1a* function results in decreased S‐adenosylmethionine production, leading to reduced glutathione synthesis and subsequent mitochondrial dysfunction and oxidative stress [43, 44]. Impairment of *Mat1a* also causes dysregulation of various biological methylation processes, including those of DNA and histones, which are essential for regulating gene expression [45].

Taken together, these results suggest that XR irradiation increases oxidative stress and dysregulates gene expression related to protein folding and biological methylation, and that pretreatment with FA ameliorates these effects. These results extend previous observations in mammalian models and provide a mechanistic foundation for exploring FA as a safe and cost‐effective radioprotective agent with potential implications for prenatal protection against oxidative stress in higher vertebrates, including humans.

## Funding

This work was supported by Japan Society for the Promotion of Science KAKENHI (23K06355), the Long‐range Research Initiative of the Japan Chemical Industrial Association (25‐1‐12), Ikuura Mariko Foundation, Mie University Graduate School of Medicine, the Japanese Cleft Palate Foundation.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Tumor protein p53 target genes were increased at 1 h after XR with or without FA. (A) Schematic overview of the experimental design. (B) Venn diagram showing the number of unique and shared differentially expressed genes (DEGs) in zebrafish at 1 h post‐XR irradiation, comparing XR‐irradiated (XR) vs. control (Cont), XR vs. folic acid‐treated (FA), and XR vs. FA + XR groups. (C) Gene ontology analysis of 17 genes dysregulated by XR, revealing the enrichment of tumor protein p53 target genes. (D) Expression levels of seven tumor protein p53 target genes in the transcriptome analysis performed at 1 h post‐irradiation. Box plots represent the median, interquartile range, minimum, and maximal values, and circles indicate individual fish. *N* = 6 zebrafish/group.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Folic Acid Alleviates X‐Ray Irradiation‐Induced Jaw Malformation in Zebrafish
**Source:** Congenit Anom (Kyoto). 2026 Jul 1;66(1):e70069. doi: 10.1002/cga.70069

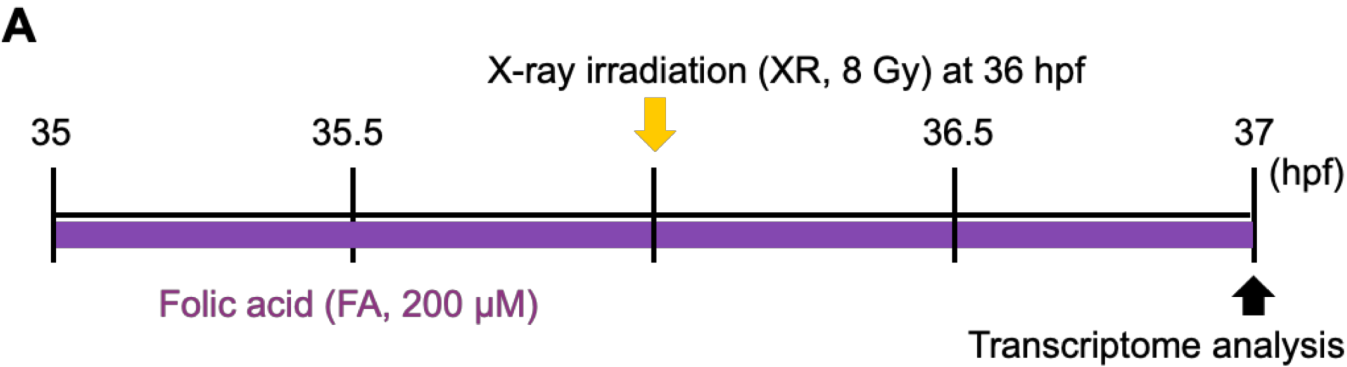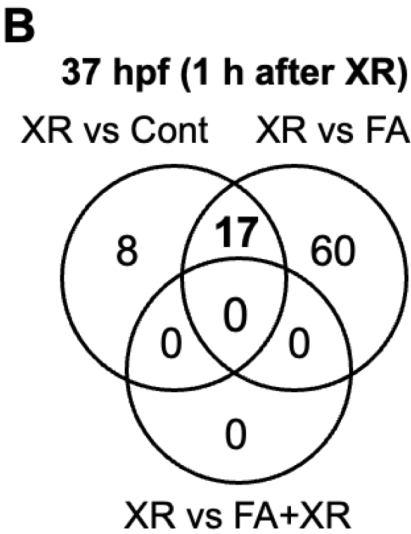

**C**

| term_name                           | adjusted p value | intersections                                                |
|-------------------------------------|------------------|--------------------------------------------------------------|
| p53; motif:<br>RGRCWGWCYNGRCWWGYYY  | 6.48E-04         | <i>fosab, gadd45aa, isg20, mdm2, phlda3, pik3r3a, rps27l</i> |
| P53; motif:<br>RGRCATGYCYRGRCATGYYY | 5.92E-03         | <i>fosab, gadd45aa, isg20, mdm2, phlda3, pik3r3a, rps27l</i> |

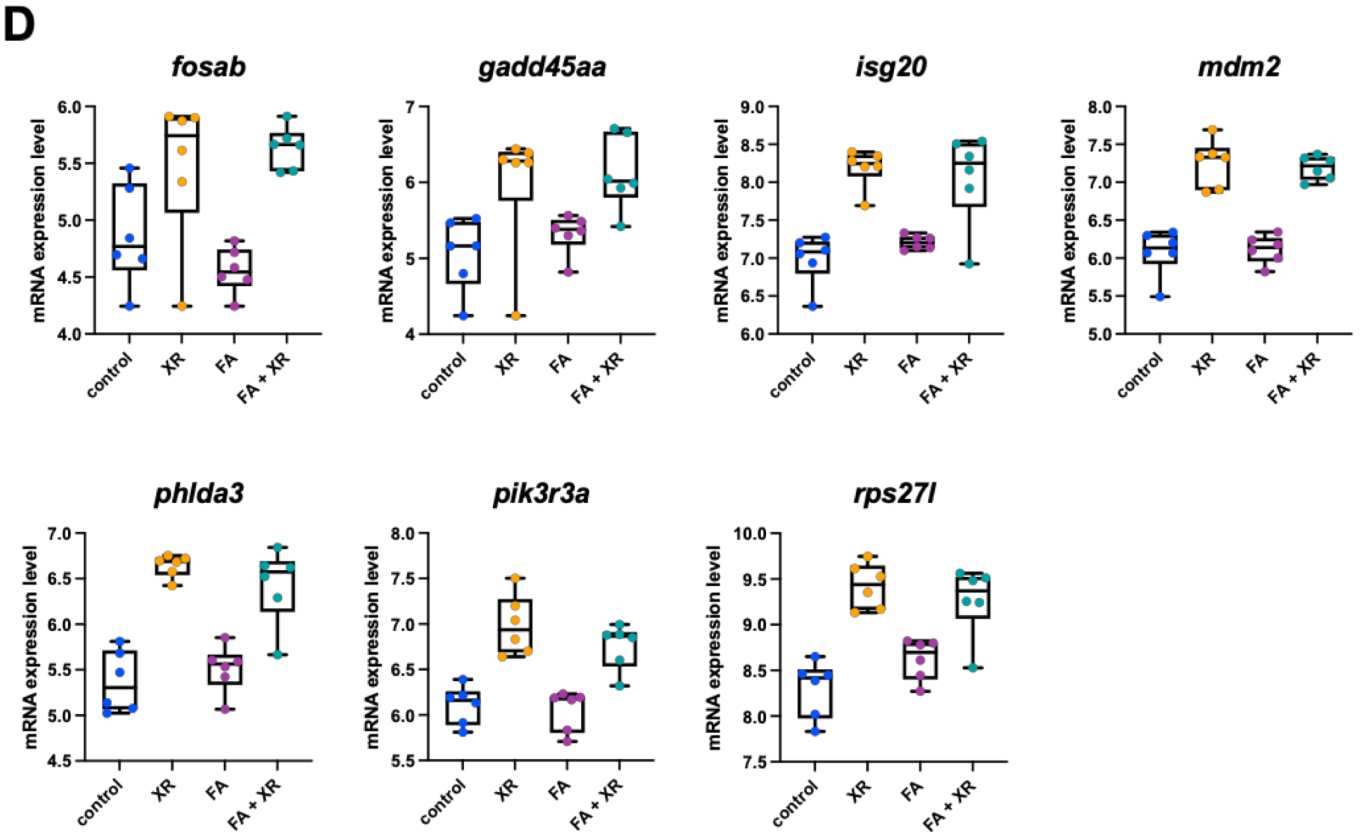

**Supplement:** Supplementary file 1 — Figure S1: Tumor protein p53 target genes were increased at 1 h after XR with or without FA. (A) Schematic overview of the experimental design. (B) Venn diagram showing the number of unique and shared differentially expressed genes (DEGs) in zebrafish at 1 h post‐XR irradiation, comparing XR‐irradiated (XR) vs. control (Cont), XR vs. folic acid‐treated (FA), and XR vs. FA + XR groups. (C) Gene ontology analysis of 17 genes dysregulated by XR, revealing the enrichment of tumor protein p53 target genes. (D) Expression levels of seven tumor protein p53 target genes in the transcriptome analysis performed at 1 h post‐irradiation. Box plots represent the median, interquartile range, minimum, and maximal values, and circles indicate individual fish. N = 6 zebrafish/group.

How the deposited data were processed for this re-analysis (not part of the article)

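The count table was read as deposited, with 25907 genes and 96 libraries, and each column was assigned to a group and time point from the authors' table of library properties, whose total count for a library equals the sum of its column. All columns were assigned. The 3 values that are not whole were treated like expected counts, since the authors quantified reads on the Ensembl cDNA set of GRCz11 (the quantifier is not stated), and they were rounded to whole numbers. No step back to the reads was made, and mapping and counting are those of the authors.

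Libraries of a time point were fitted together, 24 at a time, with 6 libraries in each of Cont, XR, FA and FA + XR. edgeR 4.0.16 (R 4.3.3) was used with TMM factors, estimated dispersions and the quasi-likelihood F test. Genes needed a mean count of at least 2.5 over the 24 libraries. The contrasts were the 6 pairs of groups and the FA by XR interaction, which is the effect of irradiation with FA less that without FA. The SE of a log2 fold change is its size divided by the square root of F. Differentially expressed genes are those with an adjusted p below 10%. Levels are log2 CPM with TMM factors and a prior count of 2, and 0.5 was used as an alternative. For single genes an exact permutation test of the difference of means over all assignments of 6 against 6 libraries was added.

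Alternatives fixed before the counts were seen were DESeq2 1.42.0, RLE factors in place of TMM, no filter on genes, edgeR's filterByExpr, fits of only the 12 libraries compared, a threshold of 5%, DEGES with 3 rounds and edgeR's exact test, and leaving out libraries with under 50% of the median total of their time point. Leaving out each library in turn was also planned, except for FA vs. Cont and for genes setting FA apart, where it was added. A block for replicate number was planned and could not be run, because the columns of the count table carry no replicate number. Voom with quality weights (limma 3.58.1) was added after the counts were seen.

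Total counts ran from 1985483 to 10094251 at 36 hpf, from 243126 to 10769522 at 37 hpf, from 767872 to 16470291 at 60 hpf and from 423265 to 8530530 at 84 hpf.

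Gene lists were tested with fry (limma) and with camera as the alternative, and p values were adjusted over the 63 tests of 7 lists, 3 comparisons and 3 time points. The list of p53 targets named by the paper has 7 symbols, which match 8 IDs. The other lists were written from general knowledge before the counts were seen. They hold 30 symbols (other p53 targets), 42 (protein folding), 32 (cartilage), 38 (antioxidant), 38 (one carbon metabolism) and 32 (liver and lipoprotein). Those of protein folding, one carbon metabolism and liver and lipoprotein include genes that the paper names from the same libraries. Gene symbols come from the reference table of gene IDs, and a symbol with more than 1 ID was kept with all its IDs. A symbol not found there was matched without its copy letter, as *gadd45aa* to GADD45A and *ptges3a* to PTGES3. IDs matched in this way can include other copies of the gene.

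Genes are named by a fixed rule. These are the genes the paper names, the called members of the lists, the called genes with the largest rise and fall whose groups do not overlap, and the genes with the smallest p where few are called. Split tests exchanged libraries between the groups compared in 100 splits, the real one included, and counted the splits with a result at least as large. Simulated data with 200 changed genes were used to measure how many of them each method recovered and what share of its calls was false. That share was 8.26% at 37 hpf, 3.12% at 60 hpf and 9.8% at 84 hpf for edgeR, 13.1%, 9.86% and 13.8% for DESeq2, 17.7%, 15.3% and 19.6% for DEGES, and 6.38%, 4.96% and 5.84% for voom with quality weights. Figures were drawn with Python 3.11.15.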

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

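The tests on FA vs. Cont at 60 hpf with single FA or Cont libraries left out, with voom and quality weights, and of shares, TMM factors and weights of single libraries were chosen only after results were seen.

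Values of single libraries were screened for the named genes in 60 sets of 6 libraries, and 9 sets held a value far from the other 5. By chance about 1 in 20 groups, or 3 of 60, would do so. Of the 9, 7 lie in 3 libraries of 37 hpf with low totals. The FA + XR library of 243126 counts had 4.74 log2 CPM for *isg20* (13 counts, others 6.39 to 7.07), 2.73 for *phlda3* (3 counts, others 4.18 to 5.02) and 6.66 for *rps27l* (50 counts, others 7.80 to 8.18). The Cont library of 648296 counts had 4.23 for *isg20* (13 counts) and 2.63 for *mdm2* (4 counts). The XR library of 581706 counts had -0.78 for *fosab* and -0.78 for *gadd45aa* (ENSDARG00000043581), with 0 counts of each. A true level of up to 3 counts, or 2.37 log2 CPM in that library, can give 0 counts by counting error alone. The other XR libraries had 2.38 to 3.57 for *fosab* and 4.06 to 4.46 for *gadd45aa*, so counting error alone covers the first gene better than the second. The remaining 2 values were 0.83 for *gadd45aa* in an FA library of 2538811 counts (3 counts) and 5.29 for ENSDARG00000089626, matched to *ptges3a*. The latter was in an XR library of 2050987 counts at 84 hpf (others 5.78 to 6.00). Loss of material in single-larva libraries and a difference between larvae were not told apart by any test. The low values in FA + XR and XR work against a rise with irradiation and those in Cont and FA toward it. Leaving out the low-depth libraries raised the count of XR vs. Cont at 37 hpf to 32 genes.

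Among totals, 3 of 16 sets held a high library, where 0.8 are expected by chance. They are the FA + XR library of 10094251 counts at 36 hpf (others 2746633 to 5005222), the FA library of 15553304 counts at 60 hpf (others 767872 to 5295573) and the Cont library of 6021541 counts at 84 hpf (others 3672662 to 4416882). Depth is a technical property, and TMM factors and the fitted dispersion are meant to take it into account. That they do so fully was not tested, and leaving out the low-depth libraries changed some counts of called genes.

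The FA by XR interaction of 4 genes passed when adjusted over the paper's genes of that time point. The values were -0.83 for *hsp90aa1.1* at 60 hpf (SE 0.26, adjusted p over the list 0.00581), 1.94 for *fkbp5* (SE 0.60, 0.00584), 0.58 for *mat1a* (SE 0.18, 0.00584) and 2.03 for *ponzr3* (SE 0.66, 0.00641) at 84 hpf. Over all genes the adjusted p was 0.775 for the first and 0.997 for the other 3. The paper selected the genes for a difference between XR and FA + XR in the same libraries, which by itself makes such an interaction large, so these values are not independent evidence. Over all genes that passed the filter, the interaction called 0 genes with edgeR at 37, 60 and 84 hpf. As every split reaches 0, the 100 of 100 found at each are fixed and test nothing. DESeq2 called 0, 1 and 3, and 579, 1046 and 640 genes had an unadjusted p below 0.05. Without the filter, edgeR called some genes for the interaction at each of these time points.

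The paper reports p53 targets at 37 hpf, and the later time points hold them too. At 60 hpf 10 genes of the 2 p53 lists were called in XR vs. Cont, all higher in XR, and at 84 hpf 9 were. Among them, CCNG1 (ENSDARG00000076667) exceeded its rise of 37 hpf by 0.99 at 60 hpf and 0.97 at 84 hpf, and *rps27l* by 1.01 at 60 hpf. In a fit of all time points, the effect of irradiation on *pik3r3a* was 1.34 at 37 hpf and 0.11 at 84 hpf, a difference of -1.24. Most of its rise was therefore gone at 84 hpf. Of the genes called, 7 at 60 hpf and 6 at 84 hpf had every irradiated library above every unirradiated one. In fits with 1 library left out, the call of *casp8* at 60 hpf and that of *cdkn1a* at 84 hpf each held in 3 of 12. By list, fry gave an adjusted p of 3.6e-10 at 60 hpf and 2.22e-09 at 84 hpf for the targets named by the paper, and 1.75e-07 and 3.52e-08 for the others. All these hold under camera. With every library thinned to the lowest total, 6 of the 10 and 6 of the 9 were still called, and without the 50 most abundant genes 10 and 9 were. A difference in depth, or a few genes that take most of the counts, is therefore not a likely source of the pattern, while a lasting p53 response is consistent with these values. GC content and gene length were not tested, for lack of the annotation used.

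Libraries of 36 hpf, the hour of irradiation, are not described in the text of the paper's results, although 36 hpf is on the axis of Fig. 3C,E. Whether larvae of XR and FA + XR had been irradiated when they were taken is not stated. edgeR called 3 genes in XR vs. Cont (7 of 100 splits gave as many), 2 in FA vs. Cont (5 of 100) and 8 in FA + XR vs. Cont (4 of 100). XR vs. FA, XR vs. FA + XR and FA + XR vs. FA gave 0 genes each. Every split reaches a count of 0, so 100 of 100 is fixed there and tests nothing. An unadjusted p below 0.05 was found for 1306, 1213 and 810 genes in XR, FA and FA + XR vs. Cont, and for 574, 586 and 613 in the other 3 comparisons, against 723 expected by chance. DESeq2 called 123, 4 and 13 genes in the first 3 comparisons and 0, 6 and 1 in the others. For FA + XR vs. Cont the count of splits goes against chance, but it is the lowest of 6 such counts at 36 hpf. In XR vs. Cont the largest rise without overlap was ITM2B (ENSDARG00000041505, 0.76, adjusted p 0.0463) and the largest fall SEC31A (ENSDARG00000021082, -1.02, adjusted p 0.0463). The 2 genes called in FA vs. Cont were SOAT2 (ENSDARG00000059824, 1.85, adjusted p 0.0749) and ETHE1 (ENSDARG00000005713, 2.09, adjusted p 0.0749). With fry the p53 targets named by the paper had a p of 0.263 in XR vs. Cont and 0.477 in FA + XR vs. FA. Their mean log2 fold changes were 0.06 and 0, against 1.55 and 1.44 at 37 hpf, so no rise of that size was seen. The other p53 targets had a p of 0.0249 and 0.0386 (camera 0.0647 and 0.0381), higher in the group named first. Their means were 0.2 and 0.14, against 0.26 and 0.3 at 37 hpf. Whether these libraries already carry a p53 response cannot be told apart from chance, because the list named by the paper has no small p in either comparison and none of these p values is adjusted.

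In FA vs. Cont at 60 hpf edgeR called 237 genes, 215 higher and 22 lower in FA, with a smallest adjusted p of 0.0382. As many were found in 5 of 100 splits. Genes setting FA apart from the other 3 groups numbered 75 (2 of 100 splits), and 1 gene, cpn1 (ENSDARG00000096720), set Cont apart (11 of 100). The counts depend on single libraries. Leaving out any of 2 of the 6 FA libraries took the count to 0, which is what single FA libraries of another composition would give. Leaving out any of 5 of the 6 Cont libraries also took it to between 0 and 6 genes, and the highest count was 820. Without the low-depth libraries it was 0, while DESeq2 called 1049 and 2021 genes had an unadjusted p below 0.05. The 2 sources cannot be told apart, because the count falls without libraries of either group. Ribosomal protein genes made up 22.2 ± 2.19% of counts in FA and 19.6 ± 1.46% in Cont. The 2 FA libraries in question, of 2586967 and 5295573 counts, had the highest shares (24.6 and 24.7%) and the lowest TMM factors (0.62 and 0.58, others 0.91 to 1.05). Their quality weights were 0.519 and 0.308. The weights do not single them out, since the FA library of 767872 counts had 0.516 and the Cont library of 10806851 counts 0.496. Voom with quality weights, chosen after seeing the values, called 0 genes. These values go with single FA libraries of another composition, but the Cont library of 10806851 counts, without which the count was 820, also had the highest share (22.2%) and the lowest factor (0.85) of its group. If FA had a lasting effect on these genes, FA + XR should differ from XR in the same direction. Of the 237 genes, 187 did, with a median of 0.14 log2 against 0.83 for FA minus Cont, and 7 of 100 splits of XR and FA + XR gave a median as high. A lasting effect of FA cannot be told apart from chance, because splits without it come close.

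For FA vs. Cont at 84 hpf 4 genes were called, all higher in FA, in a count reached by 3 of 100 splits. They are MATN3 (ENSDARG00000069245, 2.50, adjusted p 4.39e-05), cmn (ENSDARG00000055527, 3.25, adjusted p 0.00291), ngs (ENSDARG00000054321, 3.13, adjusted p 0.0164) and zgc:113232 (ENSDARG00000040118, 4.46, adjusted p 0.0247). The last 3 set Cont apart from the other groups (2 of 100 splits), and 0 genes set FA apart, where 100 of 100 is fixed by the count of 0. FA libraries from an earlier stage would give a negative correlation of FA minus Cont with developmental time. It was -0.121, and 16 of 100 splits of FA and Cont were as low, so an earlier stage cannot be told apart from chance.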

How the results depend on the processing

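The tests of FA vs. Cont with single libraries left out, of genes setting FA apart with single libraries left out, of single FA libraries of another composition at 60 hpf, of XR minus Cont against developmental time and of voom with quality weights were chosen only after results were seen. All others were planned. A count is called moved where it differs by a ratio of more than 1.5. The tallies of moved counts cover 37, 60 and 84 hpf. At 36 hpf DESeq2 alone was run beside the main setting, so the other settings show nothing for its counts. The values of edgeR in the main setting are given first.

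The main counts at 36 hpf were 3 in XR vs. Cont, 0 in XR vs. FA, 0 in XR vs. FA + XR, 2 in FA vs. Cont, 8 in FA + XR vs. Cont and 0 in FA + XR vs. FA. The main counts at 37 hpf were 15 in XR vs. Cont, 26 in XR vs. FA, 0 in XR vs. FA + XR, 0 in FA vs. Cont and 14 in FA + XR vs. Cont. Further counts at 37 hpf were 17 in FA + XR vs. FA, 0 for the FA by XR interaction, 12 in both XR vs. Cont and XR vs. FA and 0 in all 3 XR comparisons. The main counts at 60 hpf were 66 in XR vs. Cont, 735 in XR vs. FA, 0 in XR vs. FA + XR, 237 in FA vs. Cont, 45 in FA + XR vs. Cont and 234 in FA + XR vs. FA. Further counts at 60 hpf were 0 for the FA by XR interaction, 52 in both XR vs. Cont and XR vs. FA, 0 in all 3 XR comparisons, 1 setting Cont apart and 75 setting FA apart. The main counts at 84 hpf were 273 in XR vs. Cont, 197 in XR vs. FA, 1 in XR vs. FA + XR, 4 in FA vs. Cont and 309 in FA + XR vs. Cont. Further counts at 84 hpf were 167 in FA + XR vs. FA, 0 for the FA by XR interaction, 129 in both XR vs. Cont and XR vs. FA, 1 in all 3 XR comparisons and 3 setting Cont apart.

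With DESeq2 in place of edgeR, 26 of 36 counts moved and 10 did not. DESeq2 gave, at 36 hpf, 123 in XR vs. Cont, 6 in XR vs. FA + XR, 4 in FA vs. Cont, 13 in FA + XR vs. Cont and 1 in FA + XR vs. FA. DESeq2 gave, at 37 hpf, 29 in XR vs. Cont, 45 in XR vs. FA and 1 in XR vs. FA + XR. Also at 37 hpf, there were 30 in FA + XR vs. Cont, 26 in FA + XR vs. FA and 21 in both XR vs. Cont and XR vs. FA. DESeq2 gave, at 60 hpf, 131 in XR vs. Cont, 1220 in XR vs. FA, 2 in XR vs. FA + XR and 1049 in FA vs. Cont. Also at 60 hpf, there were 70 in FA + XR vs. Cont, 947 in FA + XR vs. FA, 1 for the FA by XR interaction and 82 in both XR vs. Cont and XR vs. FA. Also at 60 hpf, there were 1 in all 3 XR comparisons, 6 setting Cont apart and 474 setting FA apart. DESeq2 gave, at 84 hpf, 348 in XR vs. FA, 3 in XR vs. FA + XR, 9 in FA vs. Cont, 478 in FA + XR vs. Cont and 356 in FA + XR vs. FA. Also at 84 hpf, there were 3 for the FA by XR interaction, 195 in both XR vs. Cont and XR vs. FA, 2 in all 3 XR comparisons and 5 setting Cont apart.

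Without a filter on genes, 20 of 36 counts moved and 16 did not. All genes gave, at 37 hpf, 26 in XR vs. Cont, 50 in XR vs. FA, 5 in XR vs. FA + XR, 7 in FA vs. Cont and 37 in FA + XR vs. FA. Also at 37 hpf, there were 3 for the FA by XR interaction, 1 in all 3 XR comparisons, 1 setting Cont apart, 1 setting FA apart and 1 setting FA + XR apart. All genes gave, at 60 hpf, 1 in XR vs. FA + XR, 1 for the FA by XR interaction, 2 setting Cont apart and 1 setting FA + XR apart. All genes gave, at 84 hpf, 6 in XR vs. FA + XR, 13 in FA vs. Cont and 8 for the FA by XR interaction. Also at 84 hpf, there were 4 in all 3 XR comparisons, 7 setting Cont apart and 1 setting FA apart.

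In fits of only the 12 libraries compared, 16 of 33 counts moved and 17 did not. These fits gave, at 37 hpf, 49 in XR vs. FA and 4 in FA + XR vs. Cont. These fits gave, at 60 hpf, 148 in XR vs. Cont, 260 in XR vs. FA, 3 in XR vs. FA + XR and 0 in FA vs. Cont. Also at 60 hpf, there were 28 in FA + XR vs. FA, 2 in all 3 XR comparisons, 0 setting Cont apart and 0 setting FA apart. These fits gave, at 84 hpf, 102 in XR vs. FA, 7 in XR vs. FA + XR and 7 in FA vs. Cont. Also at 84 hpf, there were 523 in FA + XR vs. Cont, 2 in all 3 XR comparisons and 1 setting FA + XR apart.

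At a threshold of 5%, which is stricter by construction, 10 of 36 counts moved and 26 did not. This threshold gave, at 37 hpf, 9 in FA + XR vs. Cont. This threshold gave, at 60 hpf, 394 in XR vs. FA, 2 in FA vs. Cont, 59 in FA + XR vs. FA, 0 setting Cont apart and 1 setting FA apart. This threshold gave, at 84 hpf, 181 in XR vs. Cont, 122 in XR vs. FA, 85 in both XR vs. Cont and XR vs. FA and 1 setting Cont apart.

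With DEGES and edgeR's exact test, 21 of 33 counts moved and 12 did not. DEGES gave, at 37 hpf, 27 in XR vs. Cont, 57 in XR vs. FA, 4 in FA vs. Cont, 27 in FA + XR vs. FA and 1 setting FA apart. DEGES gave, at 60 hpf, 205 in XR vs. Cont, 13 in XR vs. FA + XR, 5 in FA vs. Cont and 84 in FA + XR vs. Cont. Also at 60 hpf, there were 88 in FA + XR vs. FA, 86 in both XR vs. Cont and XR vs. FA, 3 in all 3 XR comparisons and 1 setting FA apart. DEGES gave, at 84 hpf, 440 in XR vs. Cont, 127 in XR vs. FA, 11 in XR vs. FA + XR and 11 in FA vs. Cont. Also at 84 hpf, there were 670 in FA + XR vs. Cont, 2 in all 3 XR comparisons, 5 setting Cont apart and 1 setting FA + XR apart.

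With the low-depth libraries left out, 15 of 36 counts moved and 21 did not. The remaining libraries gave, at 37 hpf, 32 in XR vs. Cont, 65 in XR vs. FA, 1 in XR vs. FA + XR and 28 in FA + XR vs. Cont. Also at 37 hpf, there were 1 for the FA by XR interaction, 21 in both XR vs. Cont and XR vs. FA and 1 setting FA + XR apart. The remaining libraries gave, at 60 hpf, 0 in FA vs. Cont, 426 in FA + XR vs. FA, 0 setting Cont apart and 0 setting FA apart. The remaining libraries gave, at 84 hpf, 418 in XR vs. Cont, 539 in FA + XR vs. Cont, 2 for the FA by XR interaction and 5 setting Cont apart.

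Voom with quality weights was added after the values were seen. With it, 28 of 36 counts moved and 8 did not. Voom gave, at 37 hpf, 91 in XR vs. FA, 1 in XR vs. FA + XR, 2 in FA vs. Cont and 26 in FA + XR vs. Cont. Also at 37 hpf, there were 77 in FA + XR vs. FA, 5 for the FA by XR interaction and 1 setting FA apart. Voom gave, at 60 hpf, 160 in XR vs. Cont, 1237 in XR vs. FA, 5 in XR vs. FA + XR and 0 in FA vs. Cont. Also at 60 hpf, there were 103 in FA + XR vs. Cont, 445 in FA + XR vs. FA, 123 in both XR vs. Cont and XR vs. FA and 2 in all 3 XR comparisons. Also at 60 hpf, there were 0 setting Cont apart, 0 setting FA apart and 1 setting FA + XR apart. Voom gave, at 84 hpf, 487 in XR vs. Cont, 348 in XR vs. FA, 2 in XR vs. FA + XR, 14 in FA vs. Cont and 577 in FA + XR vs. Cont. Also at 84 hpf, there were 257 in FA + XR vs. FA, 3 for the FA by XR interaction, 203 in both XR vs. Cont and XR vs. FA, 1 setting Cont apart and 2 setting FA apart.

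With RLE factors, 4 of 36 counts moved and 32 did not. RLE gave, at 60 hpf, 445 in FA vs. Cont, 405 in FA + XR vs. FA, 3 setting Cont apart and 171 setting FA apart.

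With filterByExpr, 4 of 36 counts moved and 32 did not. FilterByExpr gave, at 60 hpf, 429 in FA vs. Cont, 367 in FA + XR vs. FA, 4 setting Cont apart and 151 setting FA apart.

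Of the 63 tests of lists, 14 passed with fry and 13 with camera. The list that did not pass with camera was the liver and lipoprotein list in FA + XR vs. FA at 60 hpf, where the adjusted p went from 0.0602 to 0.117. For the slope of the effect of irradiation with FA on that without FA, taking all genes tested in place of the called genes gave 0.04 at 37 hpf in both directions. It gave 0.14 at 60 hpf in both directions, and 0.22 and 0.21 at 84 hpf. The called genes had 0.82 and 0.78 at 37 hpf, 0.78 and 0.57 at 60 hpf, and 0.63 and 0.81 at 84 hpf. The correlation of XR minus Cont with developmental time went from -0.15 to -0.49 at 84 hpf with only the genes called in XR vs. Cont. At 60 hpf it was reversed, from -0.01 to 0.02. For the genes named by the paper no direction was reversed where the main or the alternative setting made a call, and some changes near 0 without a call changed sign. Apart from the stricter threshold, the cause of a moved value was not tested for any setting. Prior count 0.5 was used for levels only and changed no test.

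Leaving out each library in turn gave ranges of counts, from fits of fewer libraries. The ranges at 37 hpf were 0 to 1 in FA vs. Cont, 6 to 23 in FA + XR vs. Cont, 9 to 25 in FA + XR vs. FA, 8 to 14 in XR vs. Cont and 15 to 24 in XR vs. FA. At 37 hpf they also were 0 to 3 in XR vs. FA + XR, 0 to 0 in all 3 XR comparisons, 6 to 11 in both XR vs. Cont and XR vs. FA and 0 to 0 setting FA apart. The ranges at 60 hpf were 0 to 820 in FA vs. Cont, 34 to 42 in FA + XR vs. Cont, 37 to 600 in FA + XR vs. FA, 49 to 67 in XR vs. Cont and 246 to 1095 in XR vs. FA. At 60 hpf they also were 0 to 1 in XR vs. FA + XR, 0 to 1 in all 3 XR comparisons, 39 to 67 in both XR vs. Cont and XR vs. FA and 0 to 324 setting FA apart. The ranges at 84 hpf were 2 to 9 in FA vs. Cont, 202 to 313 in FA + XR vs. Cont, 114 to 188 in FA + XR vs. FA, 176 to 291 in XR vs. Cont and 130 to 309 in XR vs. FA. At 84 hpf they also were 1 to 3 in XR vs. FA + XR, 0 to 2 in all 3 XR comparisons, 84 to 158 in both XR vs. Cont and XR vs. FA and 0 to 1 setting FA apart.

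Some counts moved by more than a ratio of 1.5 without a single library. The number in FA vs. Cont at 60 hpf became 0 without the Cont library of 1100461 counts and 820 without the Cont library of 10806851 counts. For genes in FA vs. Cont at 84 hpf it became 2 without the FA library of 8530530 counts and 9 without the FA library of 4175568 counts. The number in FA + XR vs. Cont at 37 hpf became 6 without the FA + XR library of 7676268 counts and 23 without the FA + XR library of 243126 counts. For genes in FA + XR vs. Cont at 84 hpf it became 202 without the FA + XR library of 3857260 counts. The number in FA + XR vs. FA at 37 hpf became 9 without the FA + XR library of 3653575 counts. For genes in FA + XR vs. FA at 60 hpf it became 37 without the FA + XR library of 3565072 counts and 600 without the FA library of 3075416 counts. The number in XR vs. Cont at 37 hpf became 8 without the XR library of 4171534 counts. For genes in XR vs. Cont at 84 hpf it became 176 without the XR library of 5428850 counts. The number in XR vs. FA at 37 hpf became 15 without the XR library of 10089711 counts. For genes in XR vs. FA at 60 hpf it became 246 without the FA library of 5295573 counts. The number in XR vs. FA at 84 hpf became 130 without the XR library of 5428850 counts and 309 without the XR library of 700645 counts. For genes in XR vs. FA + XR at 84 hpf it became 3 without the FA + XR library of 3559299 counts. The number in all 3 XR comparisons at 84 hpf became 0 without the Cont library of 4286073 counts and 2 without the XR library of 4238657 counts. For genes in both XR vs. Cont and XR vs. FA at 37 hpf it became 6 without the Cont library of 2374704 counts. The number in both XR vs. Cont and XR vs. FA at 84 hpf became 84 without the XR library of 2050987 counts. For genes setting FA apart at 60 hpf it became 0 without the FA library of 5295573 counts and 324 without the FA library of 3075416 counts.

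Single calls can rest on a library too. *mat1a* in XR vs. Cont at 84 hpf was called in 9 of 12 fits with a library left out. At 37 hpf *gadd45aa* was called in 6 of 12 in XR vs. Cont and 3 of 12 in XR vs. FA, and *rps27l* in 2 of 12 in XR vs. FA. *hsp90aa1.1* in XR vs. FA + XR at 60 hpf, without a call in the main setting, was called in 1 of 12.

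No paired analysis was possible because the columns of the count table carry no replicate number. For the FA by XR interaction, fits of only the 12 libraries and DEGES were not run, since the contrast needs all 4 groups. The low-depth libraries, with under 50% of the median total, were 6 at 37 hpf, 4 at 60 hpf and 3 at 84 hpf.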

Differences from the paper's values

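None of the tests in this part was chosen after results were seen except voom with quality weights. A count differs where the ratio to the paper's exceeds 1.5. In the main setting 10 of 15 counts differ, and the setting with the fewest differences is DEGES, with 3 of 15.

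At 37 hpf the paper reports 25 genes in XR vs. Cont, and edgeR called 15. DESeq2 (29), no filter (26), DEGES (27) and leaving out low-depth libraries (32) do not differ from the paper's 25. RLE factors (16), filterByExpr (16), only the 12 libraries compared (15) and a threshold of 5% (11) do. For XR vs. FA the paper's 77 stands against 26. DEGES (57) and leaving out low-depth libraries (65) do not differ, while DESeq2 (45), RLE factors (28), no filter (50), filterByExpr (28), the 12 libraries (49) and 5% (20) do. Further on, the paper's text names FA + XR in place of this comparison for the same numbers, set against control. edgeR called 14 genes in FA + XR vs. Cont, of which 9 were among those of XR vs. Cont.

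At 60 hpf the paper's 211 genes in XR vs. Cont stand against 66. The 12 libraries (148) and DEGES (205) do not differ, while DESeq2 (131), RLE factors (68), no filter (71), filterByExpr (75), 5% (47) and leaving out low-depth libraries (70) do. The paper's 456 genes in XR vs. FA stand against 735. No filter (639), 5% (394) and DEGES (532) do not differ, while DESeq2 (1220), RLE factors (842), filterByExpr (848), the 12 libraries (260) and leaving out low-depth libraries (830) do. In XR vs. FA + XR the paper's 5 genes stand against 0 with edgeR, where 505 genes had an unadjusted p below 0.05. Every setting fixed beforehand differs from 5, with DESeq2 at 2, no filter at 1, the 12 libraries at 3, DEGES at 13, and 0 with RLE factors, filterByExpr, 5% and low-depth libraries left out. Voom with quality weights, chosen after seeing the values, gave 5. For genes in XR vs. Cont and XR vs. FA but not XR vs. FA + XR, the paper's value is about 92 in Fig. 3B, read by eye, against 52. DESeq2 (81), DEGES (83) and leaving out low-depth libraries (62) do not differ, while RLE factors (54), no filter (53), filterByExpr (57), the 12 libraries (61) and 5% (37) do.

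At 84 hpf the paper's 469 genes in XR vs. Cont stand against 273. DESeq2 (388), the 12 libraries (328), DEGES (440) and leaving out low-depth libraries (418) do not differ, while RLE factors (276), no filter (302), filterByExpr (289) and 5% (181) do. The paper's 8 genes in XR vs. FA + XR stand against 1. No filter (6), the 12 libraries (7) and DEGES (11) do not differ, while DESeq2 gave 3 and RLE factors, filterByExpr, 5% and low-depth libraries left out gave 1 each.

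Of genes in all 3 XR comparisons, the paper names 2 at 60 hpf and edgeR called 0. The 12 libraries gave 2 and DEGES 3, which do not differ. DESeq2 gave 1, and RLE factors, no filter, filterByExpr, 5% and low-depth libraries left out gave 0. At 84 hpf the paper names 4 genes and edgeR called 1. No filter gave 4. DESeq2, the 12 libraries and DEGES gave 2 each, and RLE factors, filterByExpr, 5% and low-depth libraries left out gave 1 each.

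On single genes, *fosab* at 37 hpf was not called in XR vs. Cont (adjusted p 0.311). DESeq2 (0.0464), no filter (0.0876) and leaving out low-depth libraries (0.0282) call it, and so does voom with quality weights (0.0262), chosen after seeing the values. Of the paper's 2 genes at 60 hpf, *apoa4a* was not called in XR vs. FA + XR, and the 12 libraries and DEGES call it in all 3 comparisons. *hsp90aa1.1* was not called there either, and DESeq2, the 12 libraries and DEGES call it in all 3. At 84 hpf *fkbp5* was called in all 3 with no filter and with the 12 libraries, and *ponzr3* and *ptges3a* (ENSDARG00000037284) with no filter alone. *mat1a* was called in all 3 in every setting. No direction differs from the paper's for the IDs called. The paper's text names *rps27*, whose 2 IDs were not called at 37 hpf, and the supplementary figure names *rps27l*, which was.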

Other observations

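Of the tests in this part, only those of XR minus Cont against developmental time were chosen after results were seen.

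Splits that exchange libraries between 2 groups show how often chance gives as many genes. In XR vs. Cont only the real split reached the count, or 1 of 100 splits, at 37, 60 and 84 hpf, and XR vs. FA also had 1 of 100 at each time point. For FA + XR vs. Cont it was 4 of 100 at 37 hpf, 1 of 100 at 60 hpf and 1 of 100 at 84 hpf. FA + XR vs. FA had 1 of 100 at 37 hpf, 4 of 100 at 60 hpf and 1 of 100 at 84 hpf. The genes shared by XR vs. Cont and XR vs. FA had 1 of 100 at each of the 3 time points. At 84 hpf XR vs. FA + XR had 10 of 100, and genes called in all 3 XR comparisons, of which there was 1, had 5 of 100. A count of 0 is reached by every split, so 100 of 100 is fixed by the count and tests nothing. This holds at 37 and 60 hpf for XR vs. FA + XR (517 and 505 genes at an unadjusted p below 0.05, and 1 and 2 genes with DESeq2) and for genes called in all 3 XR comparisons. It also holds for genes setting FA + XR apart from the other 3 groups at 37, 60 and 84 hpf, and at 37 hpf for FA vs. Cont, genes setting Cont apart and genes setting FA apart.

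A hypothesis is that FA returns a set of irradiated genes to the control level without each gene passing the threshold. Genes with an unadjusted p below 0.01 in all 3 XR comparisons numbered 5 at 37 hpf, 12 at 60 hpf and 21 at 84 hpf. Simulated data without changed genes gave means of 5.1, 5.8 and 6.8. As many genes were found in 37 of 100 splits of XR and FA + XR at 37 hpf, 2 of 100 at 60 hpf and 10 of 100 at 84 hpf. The value at 60 hpf goes with the hypothesis, but its 2 of 100 is the lowest of 3 such results. With FA + XR in place of XR the count at 60 hpf was 8, and 14 of 100 splits gave as many. At 37 and 84 hpf the hypothesis cannot be told apart from chance, because many splits give as much. It would be tested by measuring the 12 genes of 60 hpf in new larvae.

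Another hypothesis is that FA weakens the effect of irradiation across the called genes. Exchanging the FA labels gave a difference of slopes as low in 63 of 100 splits at 37 hpf, 84 of 100 at 60 hpf and 17 of 100 at 84 hpf. The observed differences were 0.0388 at 37 hpf, 0.213 at 60 hpf and -0.183 at 84 hpf. A weakening would make them negative, so only the value at 84 hpf has its sign. At all 3 time points a weakening cannot be told apart from chance, because splits with exchanged labels often give as low a difference.

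The last hypothesis is that irradiation delays development. A delay would give a negative correlation of XR minus Cont with the change of the FA group over the preceding interval. At 84 hpf the correlation was -0.174 over all genes of that fit, and 1 of 100 splits was as low, with the other splits between -0.163 and 0.21. In a fit of all 96 libraries it was -0.15 (Spearman -0.07) over 15699 genes, a value that would not lie below all the other splits, and no splits were drawn for that fit. Over the 268 genes called in XR vs. Cont it was -0.49 there, but these were chosen in the same libraries. The first value is consistent with a delay, and the strength of that evidence depends on the fit. At 60 hpf it was -0.00769, with 47 of 100 splits as low, so a delay at 60 hpf cannot be told apart from chance, because so many splits are as low. Staging the larvae by morphology at 84 hpf would test it.

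Among gene lists, 4 gave no adjusted p below 10% in any comparison. These are protein folding, cartilage, antioxidant and one carbon metabolism. In XR vs. Cont at 84 hpf the adjusted p was 0.512 for cartilage, 0.999 for antioxidant and 0.606 for one carbon metabolism. The liver and lipoprotein list was lower in FA + XR vs. FA at 60 hpf (mean log2 fold change -0.49, adjusted p 0.0602), which did not hold under camera (0.117). The count of FA + XR vs. FA at 60 hpf ran from 37 to 600 with single libraries left out, and the list was not tested that way. The list of other p53 targets was lower in XR than in FA + XR at 84 hpf by a mean of 0.18 (adjusted p 0.0231), which holds under camera (0.0216). No gene of that list was called alone in that comparison. The targets named by the paper had a mean of -0.02 there (adjusted p 0.939).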
